A study of Mus musculus with 12 samples.

How the data were processed

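Male germ cells (gonocytes, the germ cells of the fetal and newborn testis) were sorted from the testes of mice carrying the Mvh-Venus reporter, and their RNA was made into libraries with a low-input cDNA kit and an Illumina library kit, per the labels' protocols. The labels list 12 samples: 3 heterozygous (het) and 3 knockout (KO) samples for the gene Morc1 at postnatal day 0 (P0), and as many at postnatal day 3 (P3). The deposited tables used here have columns for the 6 P0 samples, and the P3 samples were not analysed here. Each column was assigned to a sample by its genotype and replicate number. The columns of the transposable element (TE) table give no stage, which was taken from the name of the table.

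The values of the gene table are a signal that the authors made by dividing read counts by one DESeq2 size factor per library, per the name of the deposited table. They are called normalized counts here. The values of the TE table are likewise a signal and not raw counts: 100% of the values in each column of both deposited tables were whole multiples of one step per column, and the steps equalled the reciprocals of median-of-ratios size factors recomputed from the recovered reads. For the gene table the factors came from genes, and for the TE table from the TE copies themselves. For KO replicate 1 the step of the gene values is so close to 1 that an automatic check of recovered reads could not be applied. Its reads were recovered in the same way, and did not enter the limma fits. They were used in TE reads per 100 gene reads and its exact permutation test, in the count tests run as alternatives, in read totals and in the comparison of replicates. Every listed gene and every listed copy had at least 10 recovered reads over the 6 libraries. The aligner, the counting tool, strand handling, the treatment of reads that match several places, the genome build and the repeat annotation are not stated in the labels or headers. The TE table lists one line per copy with chromosome, start, end and strand and carries no family or class name, so comparisons of TE families, TE classes and a list of young TE families, planned before the data were examined, were not made.

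The gene table lists 35666 genes, of which 35560 were matched to a symbol and position in GENCODE release M21 (GRCm38). Positions of TE copies were read as GRCm38 after a check: among 6390 copies that overlap an exon of one tested gene, the Spearman correlation across copies between copy level and gene level was 0.265, against 0.0104 after shifting the copies by 10 kb and -0.00686 after shifting them by 1 Mb. Copies are not independent replicates. The columns of both tables were compared over the same 6390 copies after centring each row: same-named columns correlated at 0.556 to 0.635, and differently named columns at no more than 0.427. A copy was called exonic when it overlapped an annotated exon on either strand, intronic when it otherwise overlapped a gene, and intergenic otherwise (bedtools 2.31.1).

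The gene table held 28363683 to 32816861 recovered reads per library and the TE table held between 1974504 and 3703419. The reads carry no molecular identifiers here, so floors cover counting error only. A group with at most 3 reads in each of its libraries was treated as being at the floor, and folds against it were computed against 3 reads and given as lower bounds. No pair of replicates agreed within counting noise: with 1 expected from counting noise, the mean chi-square per gene was 12.8 for the closest pair, het replicates 1 and 2, and 84.1 or more for the other pairs of the same group. This excludes a library listed more than once, but does not show whether het replicates 1 and 2, which were closer to each other than the other pairs, came from separate animals. The labels list them as separate samples, and they were counted as such. Over genes, KO replicate 1 was closer to het replicates 1 and 2 (32.9 and 28.4) than to KO replicates 2 and 3 (87.4 and 89.1). Likewise, KO replicate 2 was closest to het replicate 3 (61.2). Over TE copies, KO replicate 1 was closest to KO replicates 2 and 3 (12.2 and 11.1). Gene levels thus varied between libraries in ways other than genotype, which the fits did not model.

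Genes were tested with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend, two-sided) on log2(normalized count + 1) for genes with a mean of at least 10, and p-values were adjusted by Benjamini-Hochberg. TE copies were tested the same way. A count test with edgeR had been planned for the copies on the assumption of raw counts, and was replaced because the table holds normalized values. Fold changes are on the log2(value + 1) scale, which understates the change of low features. The groups P0 het and P0 KO entered the fits, without covariates. The same-numbered het and KO samples take their number from the sample titles, and a fit with the replicate number as a block was run as an alternative. Single values were compared by an exact permutation test, two-sided, whose smallest p for 3 against 3 is 0.1. The share of higher genes with a higher TE copy nearby was compared with 10000 random sets of tested genes matched on mean expression in 20 bins, one-sided. Copies overlapping an exon of the gene itself were left out of that comparison, while copies within its introns were kept.

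Named genes were Morc1, and the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05, a mean of at least 50 and every KO library beyond every het library. The 3 largest rises and 3 largest falls among TE copies were named by the same rule. This rule and the gene lists were fixed before the data were examined. The lists were piRNA and DNA methylation genes (with other Morc genes, Setdb1 and Trim28), germ cell stage markers and testis somatic markers. Also fixed then were the tests of genes, of gene lists and of genes beside TE copies, and most alternatives. The plan held no test of TE reads per 100 gene reads. It also held no comparison of TE copies by position, length or chromosome, or within Morc1. The alternatives were pseudocounts of 0.1 and 10, no filter, a mean of at least 50, quantile normalization, limma without trend, edgeR 4.0.16 and DESeq2 1.42.0 on recovered reads, an absolute log2 fold change of at least 1, other size factors for the TE copies, the replicate block and leaving out each library. For the TE copies, the pseudocounts, quantile normalization, limma without trend and edgeR with gene size factors were chosen after the data were seen, as were edgeR with the block, the matching on gene length and the other alternatives of the neighbourhood comparison that use changed calls. The alternatives for TE reads per 100 gene reads, which left out exonic copies or one library, were also chosen after the data were seen.

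The fits of limma, edgeR and DESeq2 without a block were tested on simulated data drawn from the real means and library sizes. The simulated spread followed the mean alone, without spread particular to a feature or effects shared by the features of a library. With a true log2 change of 2, limma called 138 of 197 changed genes and 1 unchanged gene among 25202 genes, and 8 of 183 changed TE copies among 43399 copies. With a true log2 change of 4 it called 190 of 199 changed genes, with 9 unchanged ones, among 25223 genes, and 147 of 196 changed copies, with 5 unchanged ones, among 43373 copies. No changed feature was called in the wrong direction. Changes of TE copies near a log2 of 2 were therefore mostly below what the test could call in simulations where few copies changed. The neighbourhood test gave a p under 0.05 for 2 of 100 random sets of 112 genes. Near-identical transcripts were found by BLAST+ 2.17.0 against the GENCODE transcripts. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures matplotlib 3.10.9.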

Results

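RNA from sorted mouse gonocytes at P0 was compared between Morc1 KO and het animals, with 3 libraries per genotype. MORC1 is a germ cell ATPase of the MORC family, and the series was described as addressing the effect of its loss on the chromatin and transcripts of gonocytes. Both kinds of values were compared: normalized read counts per gene and normalized read counts per TE copy. The gene table held 32289298, 32816861 and 28843716 reads in het replicates 1 to 3 and 32059818, 28363683 and 32411271 in KO replicates 1 to 3. The TE table held 2111534, 1974504 and 2511317 reads in the het libraries and 2868024, 3703419 and 3050231 in the KO libraries.

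The targeted gene was examined first, as a check of the labels. Morc1 (ENSMUSG00000022652, protein-coding, plus strand of chromosome 16 from 48431237 to 48630900, GRCm38) had 7248, 7485 and 4126 normalized counts in het replicates 1 to 3. In KO replicates 1 to 3 it had 1360, 1343 and 1794. The KO mean of 1499 ± 255 (SD, n = 3) was 23.8% of the het mean of 6286 ± 1874 (SD, n = 3), and every KO library was below every het library. The exact two-sided permutation test gave p = 0.1, the smallest it can give. In the limma fit across genes the log2 fold change was -2.03 (SE 0.27, adjusted p 0.0109). Leaving out het replicate 3 moved the estimate most, to -2.31 with a limma adjusted p of 0.00563. The limma call was lost without het replicate 1, KO replicate 1 or KO replicate 3, at adjusted p-values of 0.0511, 0.101 and 0.0663.

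To find which genes differed between the genotypes, 26005 genes with a mean of at least 10 were tested. With limma, 112 genes were higher and 11 lower in KO at an adjusted p under 0.05. In all 123 of them every KO library lay beyond every het library, which picking genes for a low p already favours. Chance gives this separation for 10% of genes, and 12.7% of all tested genes showed it. The median log2 fold change was 3.41 for the higher genes and -1.84 for the lower genes. In number of genes the count moved most with DESeq2 on recovered reads, to 400 higher and 65 lower, and without KO replicate 3 it was 15 higher and 1 lower. The edgeR test on recovered reads called 121 genes higher and 8 lower. Of its higher genes, 105 were also among the 112. Limma without trend called 108 genes higher, of which only 59 were among the 112, so a similar count hides a changed set there. By annotation, 67 of the 112 higher genes were protein-coding, 23 were lincRNAs and 10 were processed pseudogenes. LincRNAs made up 20.5% of the higher genes and 8.14% of the tested genes.

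**Figure D1:**
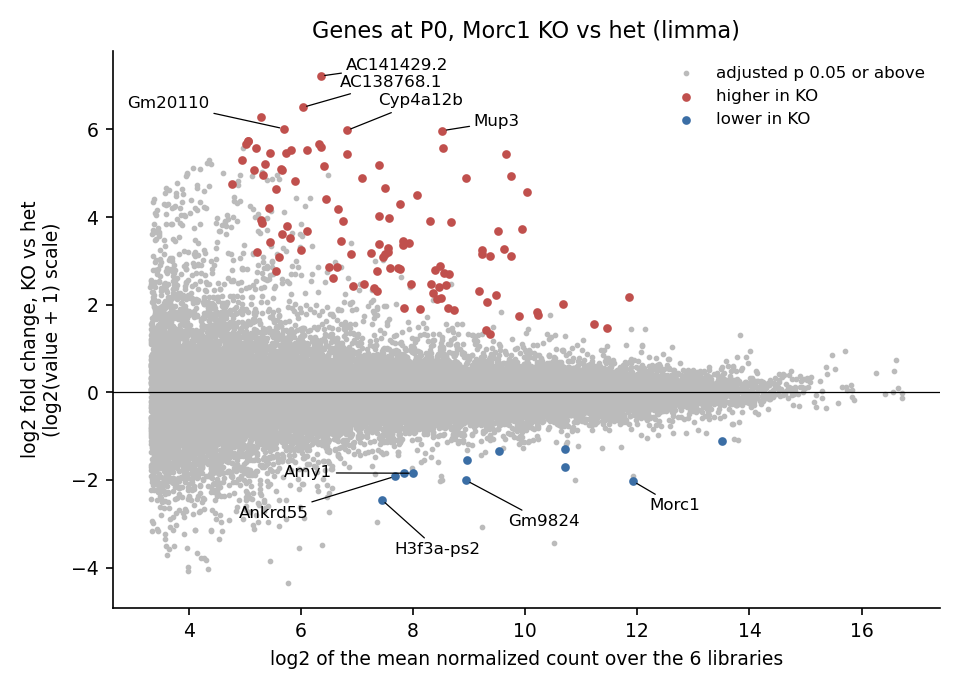
Each point is 1 of 26005 genes, with the log2 of its mean normalized count over the 6 libraries on the x axis and its limma log2 fold change in KO against het on the y axis. The 112 higher genes (red) reach a log2 fold change of 7.22, while the 11 lower genes (blue) lie between -1.10 and -2.46.

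The largest rise was that of AC141429.2 (ENSMUSG00000117490), a lincRNA on chromosome 18 from 8180579 to 8192719. It had no read in any het library and 141, 86.8 and 264 normalized counts in KO replicates 1 to 3, so that it was at least 56.5-fold higher in KO (limma log2 fold change 7.22, SE 0.75, adjusted p 0.00368). Its exons are overlapped by 1 TE copy called higher. AC138768.1 (ENSMUSG00000117482), a processed pseudogene on chromosome 18 from 4293099 to 4294482, was at least 45.1-fold higher (limma log2 fold change 6.50, SE 0.74, adjusted p 0.00680). Its KO mean was 130 ± 29.2 normalized counts (SD, n = 3). The lincRNA Gm20110 (ENSMUSG00000111962, chromosome 10 from 99609171 to 99658134) had a KO mean of 103 ± 28.7 (SD, n = 3) and was at least 35.5-fold higher (limma log2 fold change 6.01, SE 0.80, adjusted p 0.0113). It overlaps Gm18409 on the opposite strand.

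Cyp4a12b (ENSMUSG00000078597), a protein-coding gene on chromosome 4 from 115411624 to 115439034, rose from 3.51 ± 3.35 to 223 ± 92.4 normalized counts (SD, n = 3). Its limma log2 fold change was 5.97 (SE 0.78, adjusted p 0.0109). Its longest transcript was 98.3% identical to one of Cyp4a12a over its length and it overlaps Gm12837 on the opposite strand, so the split of reads between these genes is uncertain. Mup3 (ENSMUSG00000066154), a protein-coding gene on chromosome 4 from 62083476 to 62087342, rose from 4.77, 9.66 and 21.5 normalized counts in het replicates 1 to 3 to 726 ± 255 in KO (SD, n = 3). Its limma log2 fold change was 5.97 (SE 0.51, adjusted p 0.00116). Mup3 belongs to a family of similar genes and was 94.9% identical to Mup21 over 61.5% of its transcript. Leaving out KO replicate 1 or KO replicate 3 raised the limma adjusted p of each of these rises above 0.05 except that of Mup3. The calls of Gm20110 and Cyp4a12b were also lost without KO replicate 2, and with a pseudocount of 0.1 those of AC138768.1, Gm20110 and Cyp4a12b were lost.

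Besides Morc1, the largest falls were those of H3f3a-ps2, Gm9824, Ankrd55 and Amy1. H3f3a-ps2 (ENSMUSG00000081176), a processed pseudogene on chromosome 16 from 91114189 to 91114599, fell from 296 ± 42.1 to 53.6 ± 11.5 normalized counts (SD, n = 3; limma log2 fold change -2.46, SE 0.32, adjusted p 0.0109). Gm9824 (ENSMUSG00000095478), a processed pseudogene on chromosome 10 from 29030128 to 29030688, fell from 794 ± 68.5 to 198 ± 38.6 (SD, n = 3; limma log2 fold change -2.01, SE 0.26, adjusted p 0.0104). H3f3a-ps2 was 98.8% identical to H3f3a and Gm9824 was 98.9% identical to Pebp1 over their whole transcripts, so their reads are uncertain. Ankrd55 (ENSMUSG00000049985, protein-coding, chromosome 13 from 112288451 to 112384002) fell from 326 ± 99.6 to 84.8 ± 21.05 (SD, n = 3; limma log2 fold change -1.92, SE 0.35, adjusted p 0.0493). Amy1 (ENSMUSG00000074264, protein-coding, chromosome 3 from 113555710 to 113606699) fell from 403 ± 96.0 to 111 ± 23.9 (SD, n = 3; limma log2 fold change -1.85, SE 0.32, adjusted p 0.0396). Amy1 overlaps Rnpc3 on the same strand and was 89.4% identical to Amy2a5 over 79.6% of its transcript. Ankrd55 overlaps Gm22768 on the same strand and Gm48837 on the opposite strand. Gm9824 overlaps Gm30619 on the opposite strand. In the limma fits, the call of H3f3a-ps2 was lost without het replicate 1 or 2 or KO replicate 1 or 3, and that of Gm9824 without het replicate 1 or KO replicate 1. The calls of Ankrd55 and Amy1 were lost in the limma fits whichever library was left out. Both were also lost in limma without trend, with a pseudocount of 0.1 and with the replicate block. In edgeR without the block Ankrd55 did not pass (adjusted p 0.0526), while Amy1 did. With the block in edgeR the calls of H3f3a-ps2, Gm9824, Ankrd55 and Amy1 were all lost.

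Gene lists fixed beforehand were examined for changes in germ cell state and in the purity of the sorted cells. The first list held piRNA pathway and DNA methylation genes, and also Morc2a, Morc3, Morc4, Setdb1 and Trim28. Of its 30 genes, 0 passed an adjusted p under 0.05 with limma. This held whether p-values were adjusted over all genes or over the list alone. Among them 4 had an unadjusted p under 0.05. These were Mov10l1, Tdrkh, Spocd1 and Gtsf1, with log2 fold changes of 0.95, 0.48, -0.93 and -0.64. In each of these 4, every KO library lay beyond every het library. Of 20 germ cell stage markers, 0 passed under either adjustment and 1 had an unadjusted p under 0.05. This was Lin28a, with a log2 fold change of 0.80 and every KO library above every het library. Of 25 markers of testis somatic cells, 0 passed under either adjustment and 3 had an unadjusted p under 0.05. These 3, named after their values were seen, were the Sertoli cell markers Sox9, Amh and Clu, with log2 fold changes of -0.70, -1.27 and -0.92. In each of them every KO library was below every het library. Chance gives this separation in that direction for 5% of unselected genes. These genes were picked for a low p, which already favours it, so it is not separate evidence. The same holds for the genes named from the other lists. The other Sertoli cell genes of the list (Wt1, Gata4, Inha and Inhbb) also had negative log2 fold changes, with libraries that overlapped between genotypes. The somatic markers had a median log2 fold change of -0.46, with 8 higher and 17 lower in KO. This balance leans in part on het replicate 3. The lower markers include the 5 Leydig cell markers, all with their highest value in that library. Insl3 had 0.954, 8.69 and 474 normalized counts in het replicates 1 to 3 and 0.989, 13.4 and 10.8 in KO. For Inhbb the values were 317, 281 and 1752 in het and 177, 653 and 433 in KO. The smallest limma adjusted p over a list alone was 0.0813, among the somatic markers.

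TE-derived reads were then compared between genotypes. Per 100 reads counted in genes, the het libraries had 6.54, 6.02 and 8.71 reads on TE copies and the KO libraries 8.95, 13.1 and 9.41. The means were 7.09 ± 1.43 and 10.5 ± 2.25 (SD, n = 3; exact two-sided permutation p = 0.1, the smallest possible). The difference of 3.38 moved most, to 2.09, without KO replicate 2. Intergenic copies accounted for most of it, with 2.42 ± 0.663 reads per 100 gene reads in het and 4.86 ± 1.01 in KO (SD, n = 3; exact permutation p = 0.1). For intronic copies the values were 3.19 ± 0.655 and 3.94 ± 1.12 (SD, n = 3; exact permutation p = 0.4), and for exonic copies 1.48 ± 0.113 and 1.67 ± 0.136 (SD, n = 3; exact permutation p = 0.2). In both, the values of the genotypes overlapped.

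**Figure D2:**
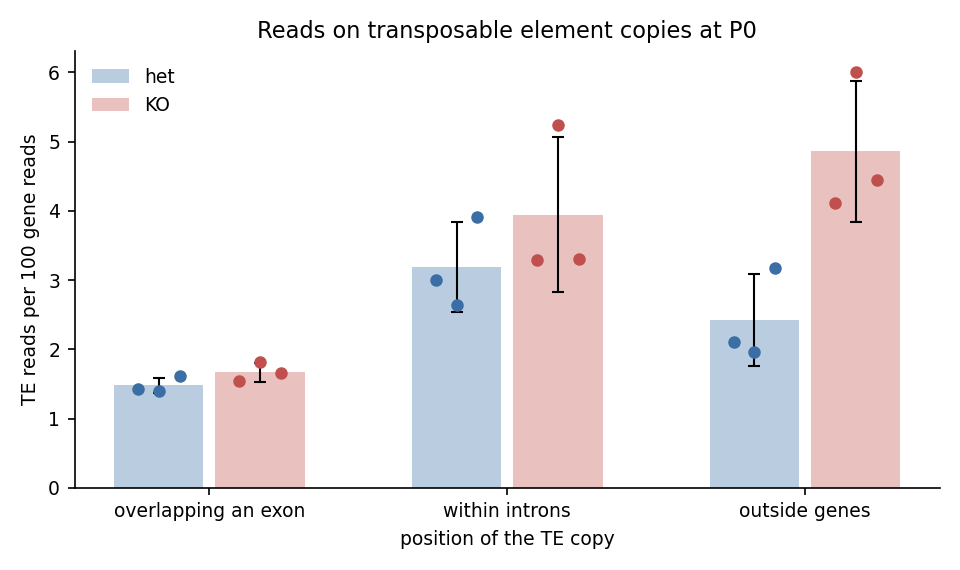
Reads on TE copies per 100 gene reads (y axis), for copies overlapping an exon, within introns or outside genes (x axis), in het (blue) and KO (red). Points are the 3 libraries per genotype, bars their mean and error bars the SD. Outside genes the KO libraries lie between 4.11 and 6.01 and the het libraries between 1.97 and 3.18.

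Among 49781 TE copies with a mean of at least 10, limma called 7745 higher and 366 lower in KO at an adjusted p under 0.05. Picking copies for a low p already favours separated groups. In 7734 of the higher and 364 of the lower copies, every KO library lay beyond every het library. This held for 30.3% of all tested copies, against 10% by chance. The median log2 fold change was 3.23 for the higher copies and -2.48 for the lower copies. Higher copies within 10 kb of each other formed 6398 loci. The number of higher copies moved most with a mean of at least 50, under which 6363 copies were tested and 2377 were higher. Scaling the copies by the gene size factors shifted the median log2 fold change of all copies by 0.31 and gave 9003 higher and 187 lower copies. Higher copies made up 95.5% of the calls, and 84.8% after quantile normalization.

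The copies with the largest rises lay on chromosomes 5, 7 and 19. An intergenic copy of 1856 bp on the plus strand of chromosome 5 (47971685 to 47973540) was at least 81.8-fold higher, with a KO mean of 256 ± 140 normalized counts (SD, n = 3; limma log2 fold change 7.53, SE 0.63, adjusted p 0.000268). A copy of 6162 bp on the minus strand of chromosome 7 (82147874 to 82154035), within an intron of Gm32850 and opposite to its strand, was at least 79.6-fold higher. Its KO mean was 249 ± 155 (SD, n = 3; limma log2 fold change 7.23, SE 0.69, adjusted p 0.000398). An intergenic copy of 328 bp on the minus strand of chromosome 19 (27499141 to 27499468) had no read in the het libraries and was at least 49.6-fold higher, with a KO mean of 156 ± 85.9 (SD, n = 3; limma log2 fold change 7.13, SE 0.71, adjusted p 0.000398).

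The largest falls were those of copies on chromosomes X, 6 and 13. An intergenic copy of 6562 bp on the minus strand of chromosome X (119793032 to 119799593) fell from 131 ± 83.2 to 10.2 ± 9.26 normalized counts (SD, n = 3; limma log2 fold change -4.08, SE 1.01, adjusted p 0.0169). A copy of 1776 bp on the plus strand of chromosome 6 (101060317 to 101062092), within introns of Gm43948 and Gm43950, fell from 296 ± 22.7 to 19.2 ± 9.87 (SD, n = 3; limma log2 fold change -3.99, SE 0.43, adjusted p 0.000398). A copy of 744 bp on the plus strand of chromosome 13 (17524828 to 17525571), within an intron of Sugct and opposite to its strand, fell from 131 ± 105 to 16.7 ± 17.5 (SD, n = 3; limma log2 fold change -3.69, SE 1.09, adjusted p 0.0389). The chromosome 13 copy did not pass in edgeR under any of the size factors tried, with adjusted p-values from 0.0547 to 0.148 without the replicate block. In limma it did not pass with the gene size factors (adjusted p 0.0642), without trend, with a pseudocount of 0.1, or without het replicate 1 or 3 or KO replicate 1 or 3. The chromosome X copy did not pass in limma with a pseudocount of 0.1 or without het replicate 1 or 2. How reads that match several near-identical copies were counted is not stated, so the values of single copies are uncertain.

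The share of copies called higher by limma depended on position and length. It was 28.1% of 20598 intergenic copies, 7.59% of 22282 intronic copies and 3.71% of 6901 exonic copies. Among copies over 5 kb these positions were much closer, at 61.1%, 52.3% and 46.8%. Among copies of up to 500 bp the shares were 9.53%, 1.42% and 1.34%. Intergenic copies were 74.8% of all higher copies. Of the 8185 copies over 5 kb, 58.3% were higher, with a median log2 fold change of 2.44, or 2.75 with gene size factors. Of the 24611 copies of up to 500 bp, 3.73% were higher, with a median of -0.22, which flipped to 0.09 with gene size factors. On chromosome X, 29.6% of 2063 tested copies were higher, and on the autosomes the share ran from 8.72% on chromosome 11 to 19.5% on chromosome 1. Chromosomes were not compared at equal length and position of the copies, so these shares do not separate chromosome from either.

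**Figure D3:**
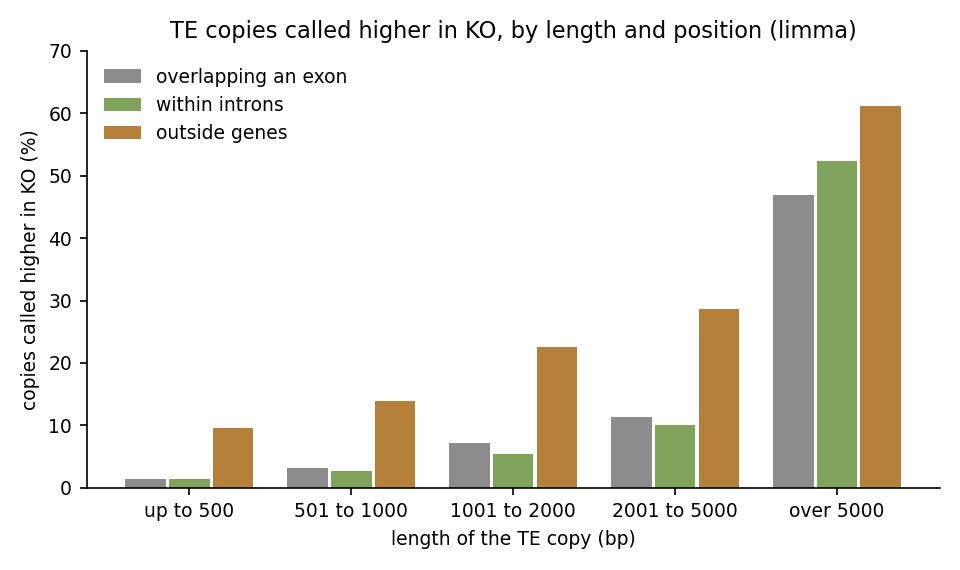
Percentage of tested TE copies called higher in KO by limma (y axis), by length of the copy in bp (x axis) and by position (bar colours). Outside genes the share rises from 9.53% for copies of up to 500 bp to 61.1% for copies over 5 kb.

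Whether higher genes lay beside higher TE copies was tested with the positions of both. Copies within introns of the gene itself counted as lying within 10 kb. Of the 112 higher genes, 62 (55.4%) had a higher copy within 10 kb that overlapped none of their exons. Among 10000 random sets of tested genes matched on mean expression, the median share was 7.14% and the largest was 16.96% (one-sided permutation p = 0.0001, the smallest these sets can give). The share moved most without KO replicate 3, to 80.0% of 15 genes. Of the 11 lower genes, 1 had a higher copy within 10 kb (one-sided permutation p = 0.488).

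TE copies within Morc1 gave a view of reads along the targeted gene. Of 42 listed copies within it, 25 had no read in any KO library, and these held 187, 226 and 179 reads in het replicates 1 to 3. The other 17 copies had reads in at least 1 KO library.

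**Figure D4:**
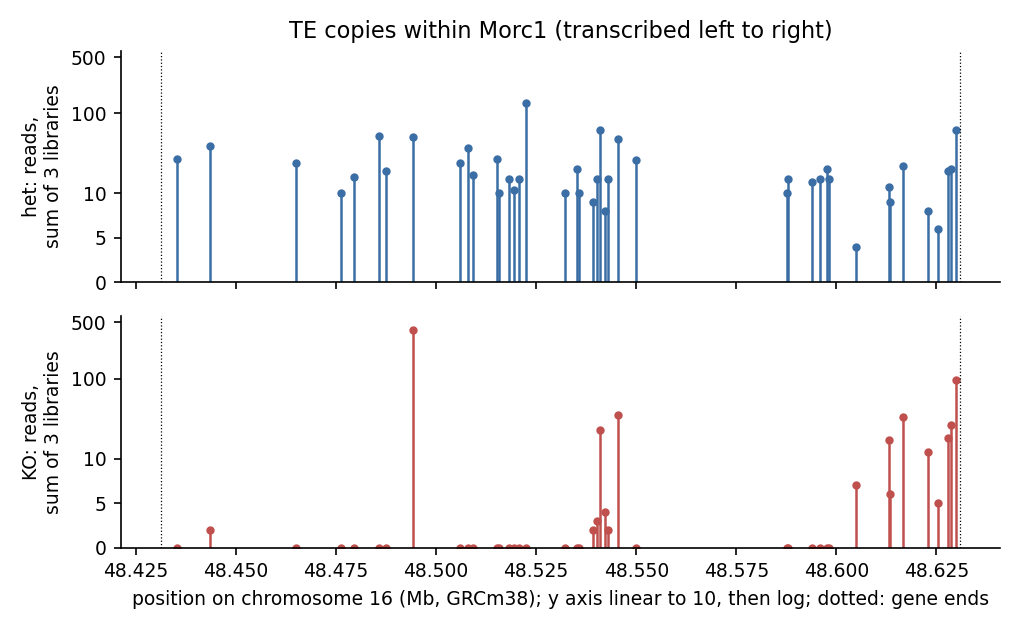
Reads on each of the 42 TE copies within Morc1, summed over the 3 het (upper panel) and the 3 KO libraries (lower panel), by position on chromosome 16 in Mb (x axis). The y axis is linear to 10 reads and logarithmic above. In KO the 9 copies nearest the 3′ end held 220 reads against 161 in het, and the 33 copies before them held 475 against 838. Of the latter, 25 held 0 against 592, 1 copy on the opposite strand held 404 against 51 and the other 7 held 71 against 195. Reads were not scaled to library size. For the 9 copies nearest the 3′ end the libraries of the genotypes overlapped.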

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

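All named genes and copies kept their direction in every alternative run here. Among the 9 named genes other than Morc1, 43 of 144 comparisons lost their limma, edgeR or DESeq2 call and 101 kept it. Among the 6 named TE copies, 15 of 120 lost it and 105 kept it. The share of higher copies that were intergenic stayed between 71.3% and 76.8%, while the share of copies over 5 kb called higher ran from 33.2% to 86.5%. The 3 fixed gene lists had 0 called genes in each alternative run for them, including the adjustment over the list alone, beside 4, 1 and 3 genes with an unadjusted p under 0.05.

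The number of genes higher in KO (112) changed by more than 1.5 times with a pseudocount of 0.1 (70 genes), with a pseudocount of 10 (177) and with DESeq2 (400). The number of lower genes (11) changed as much with a pseudocount of 0.1 (5), with limma without trend (3) and with DESeq2 (65). In the simulated data without any changed gene (25242 genes) DESeq2 called 3 genes, and limma and edgeR called 0. With a true log2 change of 2, DESeq2 called 152 changed and 23 unchanged genes, and with 4 it called 194 and 27. The unchanged genes called were 1 and 9 for limma and 4 and 7 for edgeR. The simulated spread followed the mean alone, so these counts do not give the rate of false calls in the real data. Across the 6 fits that each left out one library, from 15 to 107 genes were higher and from 1 to 7 lower. The 18 higher genes without KO replicate 1 and the 15 without KO replicate 3 were all among the 112. The 1 lower gene without KO replicate 1 was not among the 11, and the 1 without KO replicate 3 was. The cause was not tested.

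The number of TE copies higher in KO (7745) changed by more than 1.5 times with a mean of at least 50 (2377). The number of lower copies (366) changed as much with a pseudocount of 0.1 (204), a pseudocount of 10 (607), no filter (617), a mean of at least 50 (133), quantile normalization (1034) and DESeq2 (816). It also did with the gene size factors, in limma (187) and in edgeR (149). Across the fits that each left out one library, from 4463 to 8897 copies were higher and from 98 to 383 lower. Of the copies higher with edgeR and TMM, 6336 of 6478 were also higher with limma. The excess of higher over lower copies held in each of these alternatives. The cause of the changes in number was not tested, apart from the scaling: gene size factors shifted the median log2 change of the copies by 0.31.

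The Morc1 log2 fold change ran from -2.31 to -1.88 across the fits that each left out one library, with limma adjusted p-values from 0.00563 to 0.101. Its call was lost with limma without trend (-2.03, adjusted p 0.0891), and the adjusted p over all alternatives ran from 5.91e-10 with DESeq2 to 0.101. The difference in TE reads per 100 gene reads ran from 2.09 to 4.19 when one library was left out, and was 3.19 for copies that overlap no exon. The share of higher genes beside a higher copy was 46.4% at 2 kb, 68.8% at 50 kb and 48.0% to 80.0% when one library was left out, each above its matched sets (one-sided permutation p = 0.0001).

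Same-numbered het and KO samples differ in genotype and so are different animals, and their deviations from the group means correlated at -0.0228 over genes and -0.0714 over TE copies. With the replicate number as a block, limma called 64 genes higher and 5 lower, and 6640 TE copies higher and 243 lower. The block with edgeR and TMM factors gave 38 genes higher and 0 lower, with 1420 genes at an unadjusted p under 0.05, and 4186 copies higher and 115 lower. Under that block in edgeR the Morc1 log2 fold change was -2.04 (adjusted p 0.0717), and with the block in limma it was -2.03 (adjusted p 0.0415). With the block, 56.2% of higher genes lay beside a higher copy.

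Alternatives planned for TE families, TE classes and the P3 samples were not run, because the tables used here carry no family names and no P3 columns. In simulated data in which few copies changed, a log2 change of 2 was called by limma in 4.37% of changed copies and a log2 change of 4 in 75.0% of them, among 43399 and 43373 copies. How the calls depend on depth was not tested.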

Other observations

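The tests of matched mean count, gene length, neighbouring TE copies and processed pseudogenes as a class were chosen before their results were seen, and the other tests below only after the pattern or the result was seen.

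Among the 4 splits of the 6 libraries that part all 3 same-numbered pairs, 1 split, the real one, gave as many genes (123) and as many TE copies (8111) with a limma adjusted p under 0.05. The other 6 of the 10 possible splits part 1 pair only. All 9 other splits gave 0 genes and 0 copies, although the one that set het replicates 1 and 2 with KO replicate 1 against the rest had 3479 genes at an unadjusted p under 0.05, against 1783 in the real split. For TE copies the most at an unadjusted p under 0.05 in another split was 3233, against 12752 in the real one. With 3 libraries per group, a grouping by chance cannot be excluded by counting splits.

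The rise of TE copies could come from more unspliced RNA or genomic DNA in the KO libraries. Scaled to the gene table, 16505 intronic copies of up to 1 kb had a median log2 change of 0.0607, whereas 5748 intergenic copies over 5 kb had a median of 2.86, so a general rise of such reads does not account for it. The authors' size factors were taken over the TE copies themselves, and replacing them by those of the genes raised the number of higher copies to 9003. Long copies gather more reads and so more power. At a mean of 10 to 20, however, 23.5% of 2407 copies over 5 kb were called higher, against 3.60% of 20387 copies of up to 1 kb. Of the 8185 copies over 5 kb, 81.3% had a log2 change of at least 1. Reads of a few transcribed copies that were shared over near-identical copies could give such a broad rise, and the pattern cannot be told apart from that explanation without family names or the rules for reads with several matches. The number of transcribed copies is therefore open.

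Reads counted both in an exon and in a TE copy could place higher genes beside higher copies. With such copies included 70.5% of higher genes had a higher copy within 10 kb, and with copies overlapping the gene's own exons left out the share was 55.4%, so such copies account for part of the association. Gene length was tested as well: among 10000 sets matched on expression and gene length, the largest share was 17.9%. Copies within introns of the gene itself were counted, so reads on unspliced RNA of a higher gene were not set apart. Transcription of higher genes from neighbouring copies remains a hypothesis, as the tables do not show where transcripts start and read sharing between copies was not resolved.

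Several genes best known from liver were among the largest rises (Apoh, Mup3, Cyp2c29, Cyp4a12b and Sult2a5, chosen after their values were seen). Apoh had 74.4, 103 and 76.1 normalized counts in het and 2212, 1929 and 1924 in KO (limma adjusted p 6.55e-05). Liver RNA in the KO libraries is a candidate explanation. General liver genes such as Alb and Afp went against it, with a median log2 change of -0.32 over 8 tested genes, 2 of them higher. A higher TE copy lay within 10 kb of 3 of the 5 genes and of neither Apoh nor Cyp2c29, so neighbouring copies were left undecided as an explanation. Sult2a5 was 94.5% identical to Sult2a1 over 97.6% of its transcript, so its reads are uncertain.

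Of the 11 lower genes, 4 were near-identical to H3f3a or Pebp1. H3f3c, Gm10257 and H3f3a-ps2 were 99.0%, 99.0% and 98.8% identical to H3f3a, and Gm9824 was 98.9% identical to Pebp1. Their median log2 change was -1.85, while H3f3a changed by 0.45 (limma adjusted p 0.650, unadjusted p 0.0314) and Pebp1 by -0.16 (limma adjusted p 0.947). H3f3a had 14079, 15846 and 15665 normalized counts in het and 23285, 20140 and 18941 in KO, so that every KO library was above every het library, opposite to its near-identical genes. The median of the near-identical genes was thus -2.0004 relative to the mean of the parents. Processed pseudogenes as a class did not fall, with a median log2 change of -0.0383 over the 716 with a mean of at least 50. Reads shared with the parent could still be involved, for instance through a sequence variant in a parent gene that differs between the genotypes, and the fall cannot be told apart from this, since these genes were picked because they fell and reads were not used here.

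Reads over Morc1 in KO were uneven along the gene, by the TE copies within it. Of 42 copies, the 33 from 48434781 to 48598377 on chromosome 16 held 838 reads in het and 475 in KO. Of these, 25 had no read in any KO library and 592 in the het libraries, and 7 others had 195 reads in het and 71 in KO. The 9 copies from 48604986 to 48630026, towards the 3′ end, held 161 reads in het and 220 in KO. By library these were 73, 51 and 37 reads in het replicates 1 to 3 and 48, 64 and 108 in KO replicates 1 to 3. The genotypes thus overlapped there, and reads were not scaled to library size. The boundary was set after the reads were seen, behind the last copy without a KO read. The remaining one of the 33, an intronic copy of 7364 bp on the minus strand, opposite to the gene, from 48490648 to 48498011, rose from 12, 27 and 12 reads to 135, 166 and 103. No explanation of this distribution was tested.

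Variants linked to the Morc1 allele could place called genes near it. Within 10 Mb of Morc1, 1 of the 122 other called genes was found, against 0.586 expected from the tested genes (exact one-sided hypergeometric p = 0.445). This does not exclude linked variants at single genes.

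In het replicate 3 all 5 Leydig cell markers examined had their highest value. Cyp11a1 had 10074 normalized counts there against 277 and 300.4 in the other het libraries and 136 to 332 in the KO libraries. This is consistent with RNA from Leydig cells in that library, as a hypothesis; 5 of 5 markers showed it. Without het replicate 3, 107 genes were higher and 7 lower in KO, of which 87 and 5 were among those called with all libraries.

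Hmgcs1 and Fdps, of cholesterol synthesis, were among the 11 lower genes (chosen after their values were seen). The 17 other genes of the pathway that were examined all had lower mean log2 values in KO, with a median log2 change of -0.64, which was -0.61 with quantile normalization, -0.67 with edgeR and -0.87 without het replicate 3. None of the 17 passed an adjusted p under 0.05 with limma (0 of 17), and 9 had an unadjusted p under 0.05. In 5 of the 17, every KO library lay below every het library, against 5% by chance in that direction. Of 10000 random lists of the same size and expression, 0% had as low a median. This cannot decide, because genes of one pathway vary together between libraries, unlike random genes, and the pathway was picked after some of its genes had been called. Fewer Sertoli cell reads in the KO libraries are a possible explanation. The het library with the most Sertoli marker reads had a mean log2 level of cholesterol synthesis genes that differed by -0.28 from that of the other het libraries, but that library is het replicate 3, the one with high Leydig cell markers. Of the other het libraries, replicate 1 had more Sertoli marker reads than replicate 2 (mean log2 of 10.89 and 10.38) and a higher level of cholesterol synthesis genes (11.29 and 11.15). In KO replicates 1 to 3 the Sertoli levels were 10.09, 10.18 and 9.99 and the cholesterol synthesis levels 10.40, 10.58 and 10.21, in the same order. These few libraries cannot decide, and the pattern cannot be told apart from a difference in cell composition.

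Of the 366 lower TE copies, 11 lay within Sugct on chromosome 13, between 17520071 and 17542922. Their summed normalized counts were 1987, 1557 and 2070 in het and 347, 433 and 174 in KO. Their log2 changes reached -3.88. No explanation was tested.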
